A study of Homo sapiens with 8 samples.

How the data were processed

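RNA was sequenced from an established human osteosarcoma cell line 48 h after transfection with a plasmid labelled for NELL1 knockout (4 libraries) or with a vector plasmid (4 libraries). Per the labels' protocols, RNA was extracted with TRIzol and libraries were made with a stranded total-RNA kit from Illumina. Groups and replicate numbers were taken from the sample titles, and each column of the deposited table was matched to its sample through the sample's description label.

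The deposited table gives 1 value per gene symbol and library on a log2 scale. Neither the file header nor the labels state the unit before the logarithm, the aligner, the counting program, the genome build, the annotation or the rule for blank cells. Base 2 was inferred from the range of the deposited values. Every library had the same mean of 1.07, the same median of 1.77, the same lowest value of -10.5 and the same highest value of 12.1, so the deposited log2 values had been quantile normalized between libraries. That step forces all libraries to one distribution: a change in total RNA output, or a shift of most genes in one direction, cannot be seen in such values, and fold changes are relative to the rest of the transcriptome. Of 54174 symbols in the table, 13943 had a value in all 8 libraries, 2647 had a value in 1 to 7 of them and 37584 were blank throughout. Cells left blank were treated as missing, not as 0. No column of the table was left out.

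No counts or read totals are given, so the sequencing depth of each library is unknown, no counting error or detection floor can be attached to a value, and count-based tests were not used. Precision was judged from the spread between libraries alone.

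The comparison of all 8 libraries was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without a trend) on the deposited log2 values of the 9016 genes with a value in all 8 libraries and a mean of at least 1, knockout minus control, with no covariate. P-values were adjusted by the Benjamini-Hochberg method and a gene was called changed at an adjusted p-value under 0.05. Gene lists were tested with limma's camera, a competitive test of whether the genes of a list shift relative to the other genes, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 5 lists. These lists (core matrisome, ECM regulators, interferon response, cell cycle and hypoxia response) were written from general knowledge before the data were examined and are not an official release. Fisher's exact test compared the share of called genes in the core matrisome list with that in the other tested genes. Single values such as NELL1 and the list means were compared with exact two-sided permutation tests over all splits of the libraries; with 4 against 4 the smallest possible p-value is 0.0286.

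Genes named in the text were fixed by a rule set at the same time as the lists: NELL1, the 5 genes with the largest rise and the 5 with the largest fall among called genes whose 4 knockout values all lay on one side of all 4 control values, and by the same rule 4 and 4 genes of the core matrisome list. Any other gene named was chosen after its values were seen, and this is said where it occurs. Genome coordinates are not given because no build is named for the table. For 50863 of the symbols a match was found among symbols or synonyms of the RefSeq genes of GRCh38.p14, which was used only for gene classes and for which genes neighbour each other. GC content and length came from GENCODE 29 transcripts and were found for 8988 of the 9016 tested genes.

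The titles give both groups the replicate numbers 1 to 4, which do not say whether same-numbered libraries were prepared together. A model with the replicate number as a block was therefore fitted beside the one without it. Other alternatives set at that time were no filter on low values, a mean of at least 3, median centring, a further quantile normalization, a pseudocount of 1 added on the linear scale, a variance trend with robust estimation, stricter thresholds, an estimated inter-gene correlation for the core matrisome list and leaving out each library in turn. Alternatives chosen after seeing the data were averaging knockout libraries 1 and 2 and knockout libraries 3 and 4, a batch term for replicates 1-2 against 3-4, fits within replicates 1-2 and within replicates 3-4, correction for GC content and transcript length (natural splines with 5 degrees of freedom each), removal of the mean deviation of neighbouring genes, an estimated inter-gene correlation for the lists other than the core matrisome and, for all lists, together with the replicate block or the batch term, and setting the blank NELL1 cell to the lowest value. The sign-flip tests of list means between same-numbered libraries were also added then.

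The fit was tested on simulated data: 9016 genes were drawn with the measured means and residual spreads, and 200 of them were changed by 1 log2 unit. The limma fit called 89.0% of the changed genes, and 4.30% of its 186 calls were unchanged genes. This simulation drew libraries independently, which the measured libraries were not, as described in the results. Its change of 1 log2 unit was also larger than most measured changes, whose median absolute size was 0.42 among called genes. The share of 89.0% is therefore not the power for changes of that smaller size.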

Results

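The transcriptomes of an established human osteosarcoma cell line were compared between 4 libraries labelled NELL1 knockout and 4 libraries labelled vector control, each taken 48 h after plasmid transfection. NELL1 encodes a secreted protein of the extracellular matrix, and the series title places the question in the matrisome, the set of genes that encode the extracellular matrix and its associated proteins. Between 14911 and 15171 genes had a value in a control or knockout library. The number with a value was 15047 ± 109 (SD, n = 4) in the control libraries and 15101 ± 39.8 (SD, n = 4) in the knockout libraries, a difference within the spread between replicates (exact two-sided permutation test, p = 0.429). Of the 16590 genes with a value in any library, 98.3% were protein coding.

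The targeted gene was examined first. NELL1 lay near the bottom of the measured range in both groups. Its log2 value was -6.97, -6.97, -4.53 and -5.00 in control libraries 1 to 4, which placed it between percentiles 2.30 and 9.52 of the genes with a value in those libraries. In knockout libraries 1, 2 and 4 it was -4.82, -5.87 and -6.96, and the cell of knockout library 3 was blank. The mean was -5.87 ± 1.29 (SD, n = 4) in the controls and -5.88 ± 1.07 (SD, n = 3) in the knockouts. The difference of -0.01 was far below the spread between replicates (exact two-sided permutation test over 35 splits, p = 1, smallest possible p = 0.0286). Over the 3 same-numbered pairs with both values, the paired difference was 0.43 (exact sign-flip permutation test, p = 0.75, smallest possible p = 0.25). With the blank cell set to the lowest value of its library the difference was -1.16, again within the spread (exact permutation test, p = 0.543). The transcript level of NELL1 therefore neither separated the groups nor checked the labels.

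The libraries were then compared with one another over the 9016 tested genes. The SD across genes of the difference between a pair of libraries was 0.12 for knockout libraries 1 and 2 and 0.13 for knockout libraries 3 and 4. Between those pairs it was 0.46 to 0.50, which exceeded every difference between a knockout and a control library (0.36 to 0.45). Within the controls it ranged from 0.10, for libraries 1 and 2, to 0.29, for libraries 1 and 3. The first principal component, with 50.5% of the variance, placed knockout libraries 1 and 2 at 16.8 and 15.3 and knockout libraries 3 and 4 at -25.4 and -27.4, with all controls between them. The second component, with 34.7% of the variance, separated all knockout libraries (5.27 to 20.2) from all control libraries (-14.6 to -8.71). Whether the members of a close pair agree within sampling noise could not be tested without counts, so all 8 libraries were kept as separate replicates and the result with each knockout pair counted as 1 library is given beside it.

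**Figure D1:**
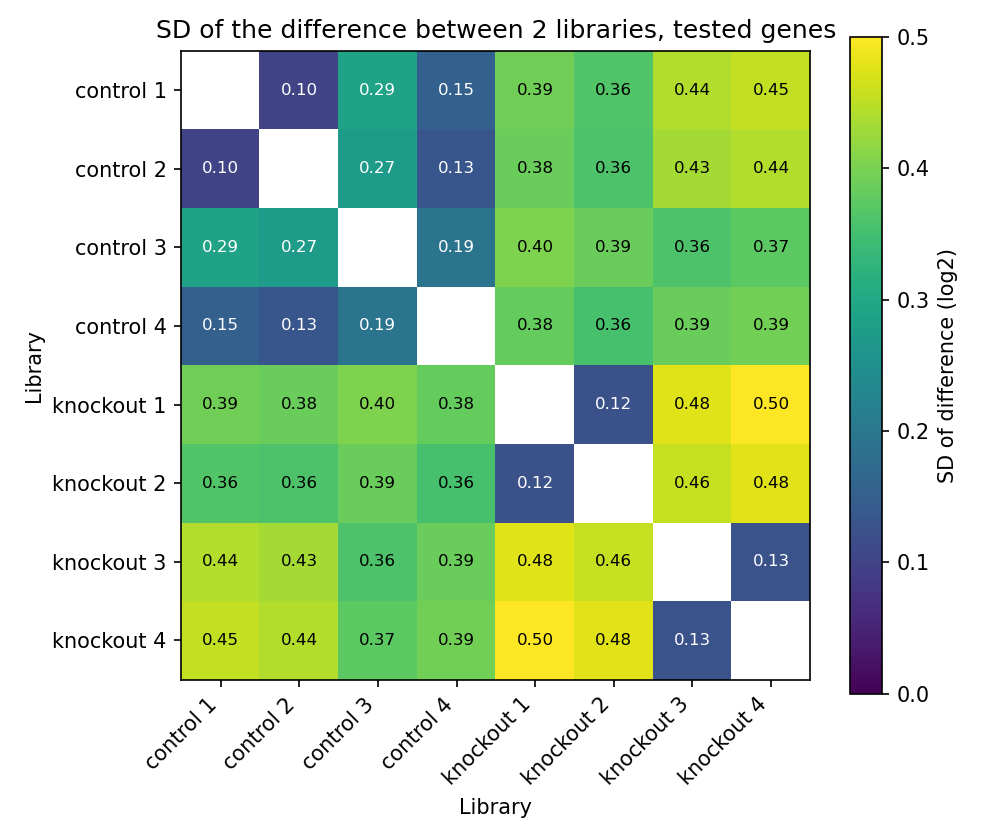
SD across 9016 genes of the difference in log2 value between each pair of libraries; both axes list the 4 control and 4 knockout libraries, and colour and printed number give the SD. Knockout libraries 1 and 2 (0.12) and knockout libraries 3 and 4 (0.13) are close pairs, while the values between these pairs (0.46 to 0.50) are the highest in the matrix.

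The replicate numbers were checked as a pairing by the correlation across genes of deviations from the group means. It averaged 0.25 over the 4 same-numbered pairs of a control and a knockout library (0.20 to 0.29). For pairs of different number within replicates 1-2 or within replicates 3-4 it averaged 0.23 (0.11 to 0.31), so the shared deviation followed the sets 1-2 and 3-4 and not the single numbers. Between the sets the average was -0.24, a negative value that the centring on group means imposes. Results are given with and without the replicate number as a block.

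In the limma fit over all 8 libraries, 1183 of 9016 genes (13.1%) had a Benjamini-Hochberg adjusted p-value under 0.05, of which 633 were higher and 550 lower in the knockout libraries. With the replicate number as a block the count was 924 (512 higher, 412 lower), and 762 genes were called in both fits. With each close pair of knockout libraries counted as 1 library, 108 genes were called, all of them among the 1183, and 44 of them were higher. That fit has fewer libraries and so less power. It also still counts all controls separately, although control libraries 1 and 2 were as close (SD of the difference 0.10) as the knockout pairs. A batch term for replicates 1-2 against 3-4, chosen after seeing the data, gave 2274 genes, the 1183 included. Changes were mostly small, with a median absolute log2 fold change of 0.42 among called genes. An absolute log2 fold change of at least 1 was reached by 46 called genes, 18 higher and 28 lower. The control and knockout values did not overlap for 1158 of the 1183 called genes and for 22.9% of all tested genes. Chance gives 2.86% for independent libraries, which the close pairs are not: in simulated libraries with no knockout effect, whose knockout pairs shared a deviation of the measured size, the median share was 19.2%. The simulated controls had the small spread found within knockout pairs, below the one measured between some controls. This tends to raise the simulated share, so the 2 shares are not directly comparable.

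Because of the split of the knockout libraries, and after it had been seen, the comparison was repeated within replicates 1 and 2 and within replicates 3 and 4, each with 2 knockout and 2 control libraries. It called 5380 genes in replicates 1 and 2 and 2987 genes in replicates 3 and 4. Residual variance in these fits came only from same-group pairs, whose SD of the difference was 0.10 and 0.12 in replicates 1 and 2 and 0.19 and 0.13 in replicates 3 and 4. Of 1903 genes called in both, 1260 (66.2%) changed in the same direction and 643 in opposite directions. The log2 fold changes of these non-overlapping sets of libraries correlated across genes with Pearson's r = 0.24 (Spearman's rho = 0.21). Genes are not independent replicates, and both changes are taken against controls that resemble each other. All 1183 genes called over the 8 libraries changed in the same direction in both sets, a property that the test itself favours, and 890 of them were also called in both.

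**Figure D2:**
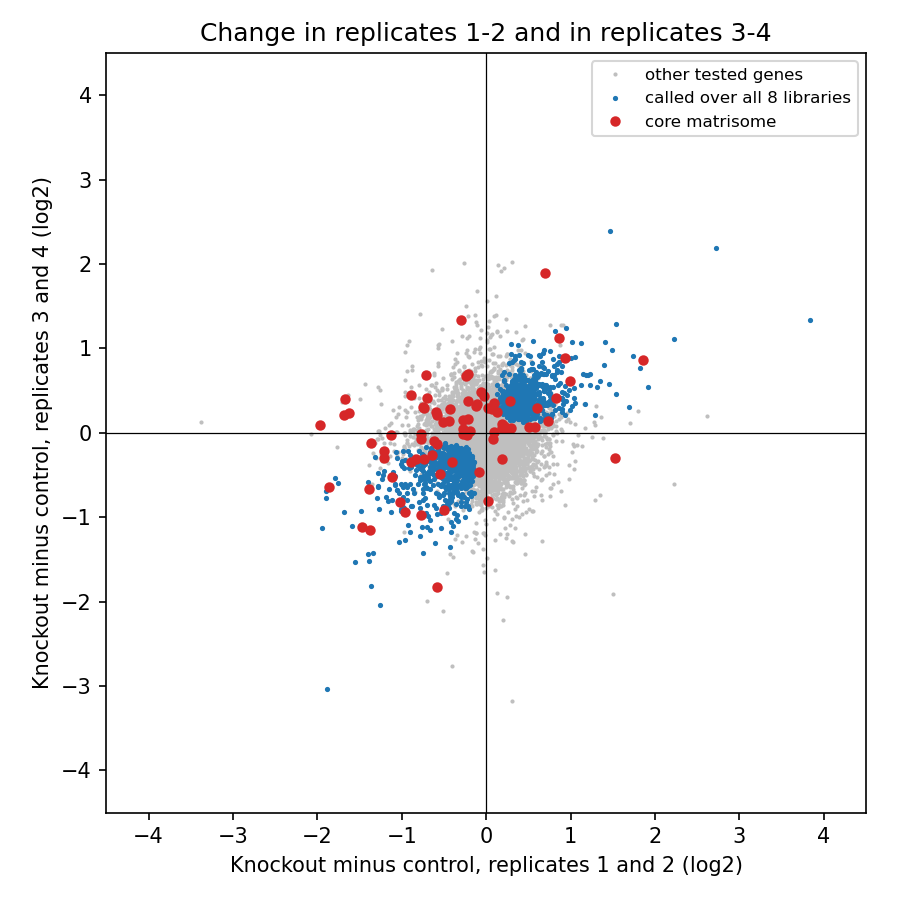
Log2 fold change (knockout minus control) of each of 9016 tested genes in replicates 1 and 2 (horizontal axis) and in replicates 3 and 4 (vertical axis). Blue points are genes called over all 8 libraries, red points are genes of the core matrisome list and grey points are the rest; the changes correlate with r = 0.24, and many red points lie left of 0 while spreading to both sides of 0 vertically.

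The largest rises met by the naming rule were in TAGLN, FST, APLN, KITLG and ANGPT2. TAGLN rose from 0.12 ± 0.68 (SD, n = 4) in the controls to 2.71 ± 0.82 (SD, n = 4) in the knockouts, a log2 fold change of 2.59 ± 0.45 (SE; limma adjusted p = 0.01002). FST rose from -0.10 ± 0.70 to 2.36 ± 0.29 (SD, n = 4 each; limma adjusted p = 0.00413). APLN, KITLG and ANGPT2 rose by 1.93, 1.67 and 1.41 log2 units, with limma adjusted p-values of 0.00696, 0.00420 and 0.0138. The largest falls were in MMP9, RELB, RASSF4, ICAM1 and PMEPA1. MMP9 fell from 4.23 ± 0.26 to 1.77 ± 0.86 (SD, n = 4 each), a log2 fold change of -2.46 ± 0.38 (SE; limma adjusted p = 0.00696). RELB fell by 1.65 and ICAM1 fell by 1.54 log2 units (limma adjusted p = 0.00427 and 0.00133). RASSF4 fell by 1.59 (limma adjusted p = 0.0296) and PMEPA1 fell by 1.54 (limma adjusted p = 0.00435). The size of the change often differed between the close pairs of knockout libraries: the rise of TAGLN was 3.84 in replicates 1 and 2 and 1.34 in replicates 3 and 4, and the change of MMP9 was -1.89 and -3.03. The change of ICAM1 was -1.56 and -1.53. With each knockout pair counted as 1 library, the limma adjusted p-value passed 0.05 for TAGLN (0.0642), ANGPT2 (0.0869) and RASSF4 (0.117) and stayed under it for the other 7 of these 10 genes. With the replicate block it stayed under 0.05 for all 10.

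**Figure D3:**
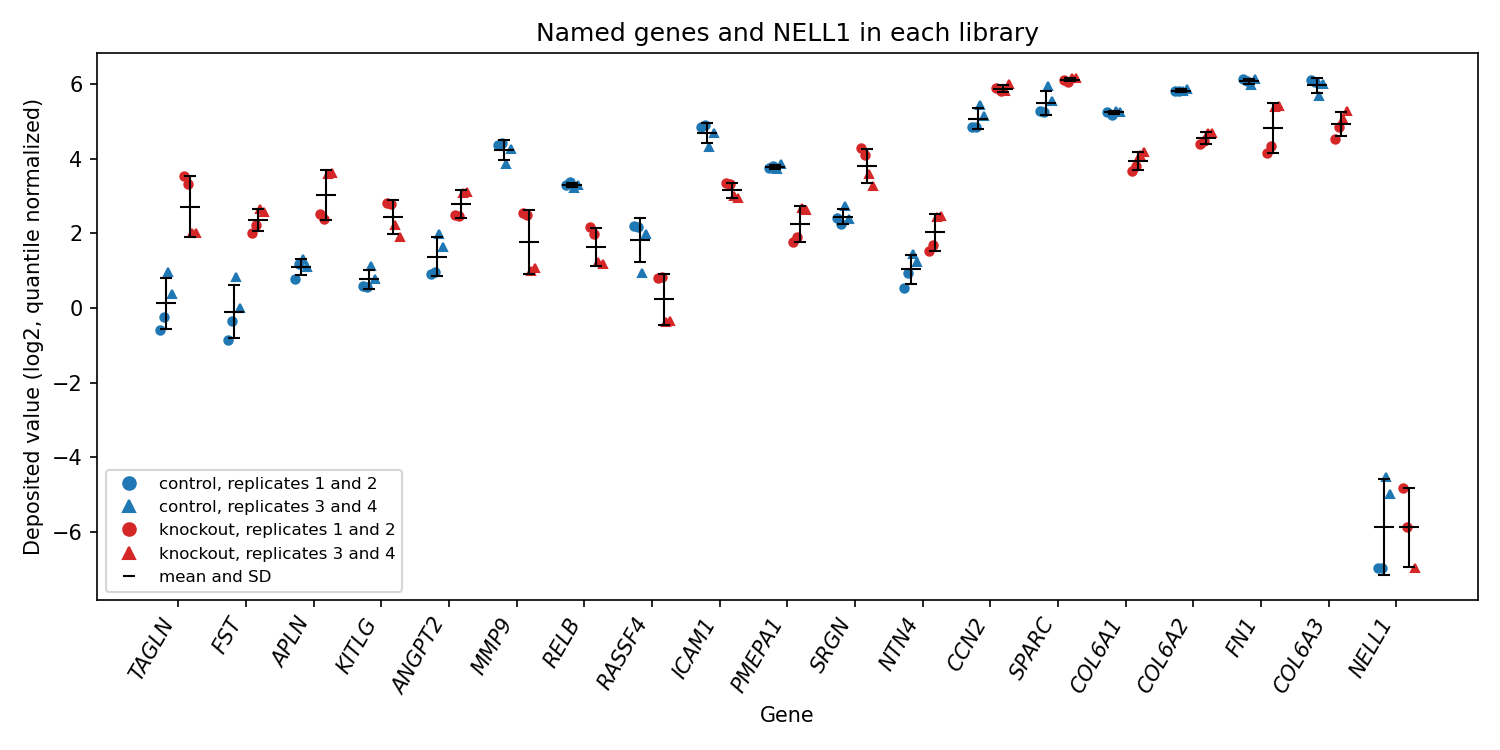
Deposited log2 value (vertical axis) of each named gene and of NELL1 in the control libraries (blue) and the knockout libraries (red); circles are replicates 1 and 2, triangles are replicates 3 and 4, and black bars give mean and SD (n = 4, or n = 3 for NELL1 in the knockouts). The groups are apart for the 18 named genes and overlap for NELL1, which lies between -6.97 and -4.53.

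The matrisome comparison used a list of 276 core matrisome genes (collagens, proteoglycans and glycoproteins), of which 78 were expressed highly enough to be tested. Of these, 18 were called (23.1%), against 13.03% of the other tested genes (odds ratio 2.00, two-sided Fisher's exact test, p = 0.0166). Of the called genes of the list, 13 were lower and 5 higher in the knockout libraries. The share was not particular to this list: 30.8% of the ECM regulators, 31.8% of the interferon response genes, 25% of the cell cycle genes and 19.4% of the hypoxia response genes tested were called. With adjustment over the list alone 23 genes passed, the same 18 included. With the replicate block 21 genes of the list were called, 15 lower and 6 higher, and the odds ratio was 3.28 (Fisher's exact test, p = 2.456e-05). Fisher's exact test takes genes as independent. The estimated inter-gene correlation of the list was 0.27, and 0.18 with the replicate block, so these p-values may overstate the evidence.

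By the naming rule, the largest falls in the list were in COL6A1, COL6A2, FN1 and COL6A3. COL6A1 was 5.24 ± 0.04 in the controls and 3.94 ± 0.24 in the knockouts (SD, n = 4 each), a log2 fold change of -1.30 ± 0.11 (SE; limma adjusted p = 0.00111). COL6A2 was 5.82 ± 0.03 and 4.56 ± 0.15 (SD, n = 4 each), a log2 fold change of -1.27 ± 0.08 (SE; limma adjusted p = 7.899e-04). COL6A3 fell by 1.03 (limma adjusted p = 0.00762). FN1, which encodes fibronectin, fell by 1.26 (limma adjusted p = 0.0261), with changes of -1.86 in replicates 1 and 2 and -0.65 in replicates 3 and 4. Each of the 3 collagen VI genes was lower in replicates 1 and 2 and in replicates 3 and 4, under every scaling tried, and with each knockout pair counted as 1 library. The largest rises were in SRGN (1.36 log2 units), NTN4 (0.99), CCN2 (0.81) and SPARC (0.62), with limma adjusted p-values of 0.00762, 0.0455, 0.00913 and 0.0294. Of these 8 genes, FN1, NTN4, CCN2 and SPARC were no longer past the threshold when each knockout pair was counted as 1 library, with limma adjusted p-values of 0.0774, 0.146, 0.0772 and 0.155.

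As a list, the core matrisome had a mean log2 fold change of -0.15, with 47 of 78 genes below 0, and camera gave an adjusted p-value of 0.0434 over the 5 lists. With the replicate block the adjusted p-value was 0.0468. With the inter-gene correlation estimated from the data, at 0.27 in place of 0.01, it was 0.710, and with that estimate and the replicate block it was 0.648. The shift was -0.34 in replicates 1 and 2 (camera adjusted p = 1.349e-05) and 0.04 in replicates 3 and 4 (camera adjusted p = 0.224). The mean of the list was 3.66 ± 0.07 (SD, n = 4) in the control libraries and 3.51 ± 0.29 (SD, n = 4) in the knockout libraries, which an exact two-sided permutation test did not separate (p = 0.4). Knockout libraries 1 and 2 had list means of 3.20 and 3.31, below every control, and knockout libraries 3 and 4 had means of 3.74 and 3.77, near the upper end of the control range (3.59 to 3.75). A common fall of the core matrisome list in the knockout libraries was therefore not larger than the spread between replicates, although single genes of the list were.

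Among the 4 other lists, set beside the matrisome for comparison, the cell cycle list rose by 0.24 (92 genes, camera adjusted p = 1.368e-09), the ECM regulators (matrix proteases, their inhibitors and crosslinking enzymes) fell by 0.26 (52 genes, camera adjusted p = 3.183e-04), the hypoxia response list fell by 0.33 (31 genes, camera adjusted p = 3.183e-04) and the interferon response list did not shift (22 genes, camera adjusted p = 0.943). With the replicate block, the camera adjusted p-values were 1.740e-10, 4.748e-04, 3.778e-04 and 0.996. With the inter-gene correlation estimated for each list (0.38, 0.03, 0.47 and 0.02), an alternative chosen after seeing the data, the camera adjusted p-values were 0.486, 0.163, 0.526 and 0.951. With both the estimate and the replicate block, where the estimated correlations were 0.08, 0.05, 0.35 and 0.03, they were 0.233, 0.235, 0.484 and 0.997. No list passed the threshold after adjustment with an estimated correlation. Before adjustment, camera gave 0.0466 for the cell cycle list with the block and 0.0252 with a batch term for replicates 1-2 against 3-4. For the ECM regulators it gave 0.0325 with neither term. The list mean of the ECM regulators was lower in all 4 knockout libraries than in every control (exact two-sided permutation test, p = 0.0286, the smallest possible). That test takes the knockout libraries as independent, which the close pairs are not. The permutation tests of list means were not repeated with each knockout pair counted as 1 library. The list means of the cell cycle genes (4.06 ± 0.12 against 4.31 ± 0.14, SD, n = 4 each) and of the hypoxia genes (4.43 ± 0.25 against 4.10 ± 0.07, SD, n = 4 each) overlapped between groups (exact permutation p = 0.0857 for both). Between same-numbered libraries, the ECM regulator and hypoxia means were lower in the knockout library in 4 of 4 pairs and the cell cycle mean was higher in 4 of 4 (exact sign-flip permutation test, two-sided, p = 0.125 for each, the smallest that 4 pairs allow). For hypoxia the difference was close to none in replicate 3 (-0.04), against -0.46, -0.44 and -0.40 in replicates 1, 2 and 4. The hypoxia mean of control 3 (4.07) lay below those of the other controls (4.44 to 4.61). The core matrisome mean was lower in 3 of 4 pairs (exact sign-flip permutation test, p = 0.375). The cell cycle rise was present within replicates 1 and 2 (0.22) and within replicates 3 and 4 (0.26). The falls of the ECM regulators and of the hypoxia list passed the threshold within replicates 1 and 2 only; within replicates 3 and 4 they were -0.19 and -0.22 (camera adjusted p = 0.217 for both), and whether the sets of replicates differed in these falls was not tested.

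**Figure D4:**
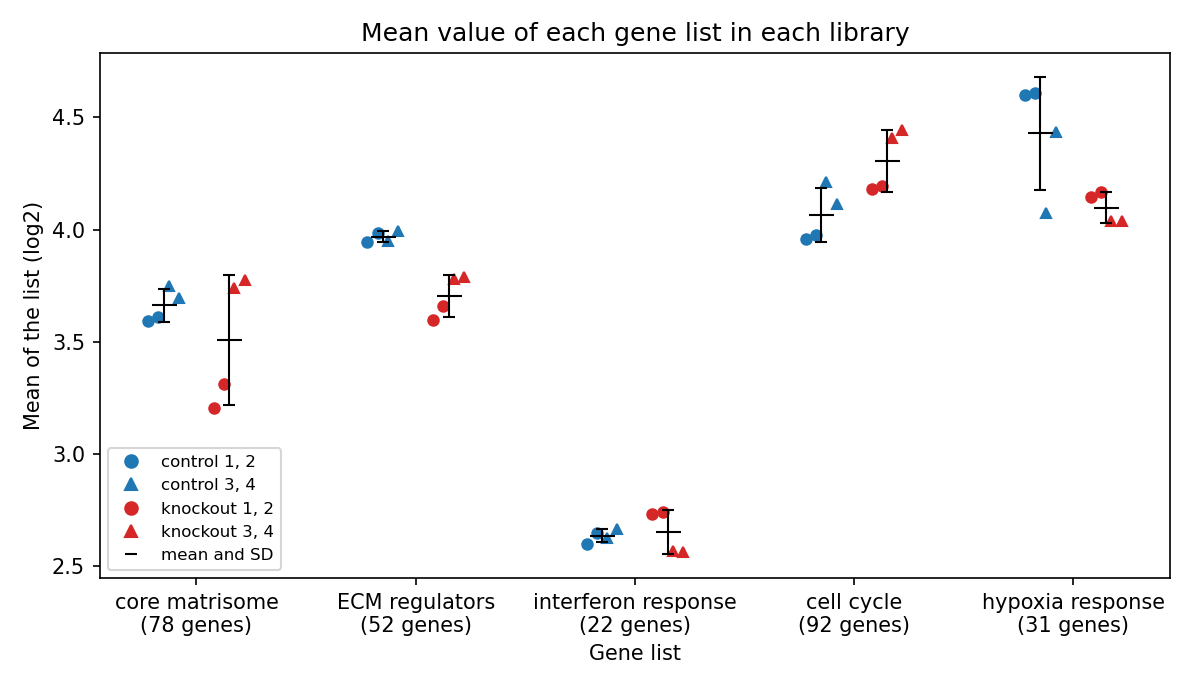
Mean log2 value of the tested genes of each list (vertical axis) in each control library (blue) and knockout library (red); circles are replicates 1 and 2, triangles are replicates 3 and 4, and black bars give mean and SD (n = 4). The ECM regulator means do not overlap between groups, whereas the core matrisome means of knockout libraries 3 and 4 (3.74 and 3.77) lie with the controls and those of knockout libraries 1 and 2 (3.20 and 3.31) lie below them.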

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

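The deposited values were already quantile normalized. Median centring and a further quantile normalization gave 1182 and 1206 called genes against 1183. Median centring still raised the camera adjusted p of the core matrisome shift from 0.0434 to 0.0519. The alternatives that average, add a batch term for or use only some replicates, the GC, length and regional corrections, and the estimated inter-gene correlation for lists other than the core matrisome or with a block or batch term, were chosen after the results were seen. Against 1183 genes called over all 8 libraries, median centring, a further quantile normalization, a pseudocount of 1, a variance trend, no filter, the replicate block, removal of regional means and the GC and length corrections gave 924 to 1385 genes. The genes themselves changed more than these counts: from 657 (no filter) to 1156 (median centring) of the 1183 were also called. Averaging the close pairs of knockout libraries gave 108 genes, a batch term for replicates 1-2 against 3-4 gave 2274, replicates 1-2 alone gave 5380 and replicates 3-4 alone gave 2987. A mean of at least 3 left 729 calls among 4684 genes, an adjusted p-value under 0.01 left 272 and an absolute log2 fold change of at least 1 left 46. Across the 8 fits that each left out one library, 391 to 1353 genes were called. Among the 108 genes called with averaged pairs 40.7% were higher, against 53.5% of the 1183.

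Core matrisome calls (18 over all 8 libraries) numbered 6 with averaged pairs, 29 with the batch term, 63 in replicates 1-2 alone and 40 in replicates 3-4 alone, and 7 to 17 when one library was left out. Their odds ratio against other genes stayed above 1 in all 23 alternatives and ranged from 1.57 to 2.57 when one library was left out, where 4 of the 8 fits no longer passed the threshold (Fisher's exact p from 2.456e-05 to 0.172 over all alternatives). Each of these p-values takes genes as independent, which the genes of the list were not.

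The list shift of the core matrisome (-0.15, adjusted p = 0.0434) changed with several choices. It no longer passed the threshold with a mean of at least 3 (-0.17), with median centring (-0.16), with the replicate block plus GC and length correction (-0.13), or with the estimated inter-gene correlation alone, with the replicate block or with the batch term (-0.154 in each, adjusted p = 0.710, 0.648 and 0.625), and it was reversed in replicates 3-4 alone (0.0355). It ranged from -0.24 to -0.0525 when one library was left out, and lost the threshold without control 3, without knockout 1 and without knockout 2 (adjusted p = 0.177, 0.355 and 0.261). Its adjusted p-values over all alternatives ran from 1.349e-05 to 0.710. The ECM regulator and hypoxia falls passed the threshold in 21 of 25 alternatives and the cell cycle rise in 22 of 25. The exceptions were replicates 3-4 alone for ECM regulators (-0.19) and hypoxia (-0.22), and the estimated inter-gene correlation for all 3 lists, which leaves the shifts as they were (-0.26, -0.33 and 0.24) and gives adjusted p-values of 0.163, 0.526 and 0.486 alone, 0.235, 0.484 and 0.233 with the replicate block and 0.177, 0.468 and 0.126 with the batch term. Over all alternatives the adjusted p-values ran from 1.349e-05 to 0.235 for ECM regulators, from 3.801e-08 to 0.526 for hypoxia and from 8.559e-12 to 0.486 for the cell cycle. The shifts ranged from -0.34 to -0.0811 for ECM regulators, from -0.45 to -0.22 for hypoxia and from 0.20 to 0.29 for the cell cycle. The smallest ECM regulator fall, -0.0811, came with no filter on low values and only just passed the threshold (camera adjusted p = 0.0458).

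The interferon list, with no shift over all 8 libraries (0.02), changed sign with no filter (-0.0543), in replicates 3-4 alone (-0.0818) and after GC and length correction with and without the block (-7.809e-04), and passed the threshold with a mean of at least 3 (0.35). It ranged from -0.0143 to 0.0446 when one library was left out. The cause was not tested for any of these changes.

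The NELL1 difference (-0.01) took either sign: 0.43 in the paired comparison that stands for the replicate block, 1.63 in replicates 1-2 alone, and -0.54 to 0.52 when one library was left out. In replicates 1-2 alone both knockout values lay above both control values, with an exact permutation p of 0.333, the smallest that 2 against 2 allows, so that alternative could not have passed the threshold.

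Among the 18 named genes no change of direction occurred in any alternative. In the alternatives set beforehand, 4 values were weaker and 113 kept their side of the threshold; with one library left out, 22 were weaker and 122 were not; in the alternatives added later, 8 were weaker and 118 were not. Recovery of whole reads, and with it edgeR or DESeq2, was not run because quantile-normalized log values carry no read steps. The core matrisome list without NELL1 was not run because NELL1 was not among the tested genes. Depth is unknown, so its effect on weakly expressed genes, NELL1 among them, could not be judged.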

Other observations

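Tests of a batch shared by both groups, of independent drift, of deviations shared within pairs and of the size of list shifts over splits were chosen after the results they bear on had been seen, and the lists of NF-kappaB and of SRF and YAP targets were written after the named genes were known. None of 49 groups of 4 values (named genes, NELL1, list means and gene numbers) had a value far from the other 3 by Dixon's criterion, where chance gives about 2.45 for independent values. Knockout values often lay in close pairs, such as 3.52, 3.32, 2.00 and 2.00 for TAGLN in knockout libraries 1 to 4. The criterion can hardly flag a single value there, so this result says little about the knockout groups.

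The pattern that most affects the comparison is the split of the knockout libraries into 1-2 and 3-4. A batch common to both groups accounts for little of it: the difference between replicates 1-2 and 3-4 in the controls shared 9.73% of the variance across genes with that in the knockouts, and its SD was 0.19 against 0.47. GC content and transcript length explained 15.3% of that variance. The cell cycle list was lower in knockout libraries 1-2 than in 3-4 by 0.24, which is -5.00 SDs of random lists matched on mean value, so growth state may contribute; the controls show a similar step, with list means of 3.96 and 3.98 in replicates 1-2 and 4.21 and 4.11 in replicates 3-4.

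Neighbouring genes moved together. The spread of means over 168 blocks of 50 neighbouring tested genes, for knockout libraries 1-2 minus 3-4, was 2.89 times that after shuffling gene order (permutation p = 0.001, the smallest that 1000 shuffles can give). After correction for GC content and length it was 2.81 times. The ratio was 1.62 for the same difference in the controls and 1.28 for knockout library 1 minus 2, also at a permutation p of 0.001, so some co-movement of neighbours is general. Against the same-numbered controls the ratio was 3.18 in replicates 3-4 and 1.89 in replicates 1-2. In replicates 3-4, 19 blocks shifted by at least 0.3 log2 units (13 lower, 6 higher); in replicates 1-2, 2 did, and in the control difference 0 did. The blocks from MRPS18C to ELOVL6 and from RABGGTB to SASS6, chosen after their values were seen, changed by -0.57 and -0.49 in replicates 3-4 and by 0.08 and 0.10 in replicates 1-2, and 90 and 94% of their genes shared the direction of the difference between the knockout pairs. The largest shift, in the block from CDKAL1 to H2AC14, was a rise of 0.63 in replicates 3-4, against 0.01 in replicates 1-2. There 80% of the genes shared the direction. A candidate explanation is that the pairs of knockout libraries came from cell populations with different chromosome copy numbers, such as separately derived sublines of a line with an unstable karyotype. Regional regulation of expression was not tested and would look alike. The description labels call the knockout libraries SCC and the control libraries VC, each followed by the replicate number. What SCC stands for, and whether it refers to clones or sublines, was not established here. DNA of these cells was not analysed here.

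Regional shifts and base composition did not lower the number of called genes by much. After the mean deviation of neighbouring genes was removed from each library, 1168 genes were called, 815 of them among the 1183, and the correlation of changes between replicates 1-2 and 3-4 was 0.27 against 0.24 before. Correction for GC content and length gave 1385 calls.

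The replicate structure bears on that count more strongly. With each close knockout pair counted as 1 library, 108 genes were called, in a fit with fewer libraries and so less power. With a batch term for replicates 1-2 against 3-4, 2274 were called, the 1183 included. That fit still takes the members of a close pair as separate libraries. In 21 simulations with no knockout effect, in which members of a knockout pair shared a random deviation of the measured size and every gene otherwise had one common spread, the mean within the knockout pairs, the same limma fit called a median of 911 genes (from 799 to 971). Control libraries were given that same small spread, below the one measured between some of them. A large part of the 1183 calls may therefore reflect deviations shared within pairs and not an effect of the knockout, and these cannot be told apart with 2 such pairs. The correlation across genes of the changes in replicates 1-2 and 3-4 was 0.24, which cannot tell independent drift of the pairs from a common component: both changes subtract controls that resemble each other, so a deviation shared by the controls alone gives a positive correlation.

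Of the 35 splits of the 8 libraries into 4 and 4, 8 part all same-numbered pairs, the real one included, so a share under 0.05 cannot be reached. The real split gave the most called genes (1 of 8). The other 34 splits called 0 genes each, with 2 to 2353 genes at an unadjusted p under 0.05, against 2675 in the real split. The ranks of core matrisome calls (1 of 8) and of the Fisher p (1 of 8) follow from that and add nothing to it. The cell cycle camera p was smallest in the real split (1 of 8). A camera p as small as the real one came from 2 of 8 splits for the ECM regulators, 5 of 8 for the core matrisome, 5 of 8 for hypoxia and 8 of 8 for interferon. Over all 35 splits the corresponding numbers were 1 for called genes, 1 for core matrisome calls, 1 for the Fisher p, 5 for cell cycle, 3 for ECM regulators, 19 for the core matrisome, 17 for hypoxia and 35 for interferon. The split of replicates 1-2 against 3-4, both groups mixed, gave a core matrisome camera p below the real one, so the list also differed between the replicate sets. Each set holds 2 libraries of each group, and with a batch term for the sets the knockout shift had an adjusted p of 0.0466 (1.349e-05 to 0.710 over the alternatives). The other splits mix knockout and control libraries in both arms, and most of the 35 part fewer same-numbered pairs. By the size of the shift in the list mean, in place of the camera p, splits as large as the real one numbered 3 of 8 for the core matrisome, 1 of 8 for ECM regulators, 1 of 8 for cell cycle, 1 of 8 for hypoxia and 7 of 8 for interferon. Over all 35 splits these numbers were 14, 1, 3, 3 and 27 in the same order. The camera p of the core matrisome and of hypoxia was thus not unusual among these groupings, whereas the size of the hypoxia shift was the largest of the 8 and was reached by 3 of the 35.

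Genes with opposite changes in replicates 1-2 and 3-4 include several stress and hypoxia genes, chosen here after their values were seen. DDIT3 changed by 0.31 and -3.18, HMOX1 by 2.23 and -0.61 and EPAS1 by 1.35 and -0.74. Of the tested core matrisome genes, 10 were called in both sets of replicates with opposite directions.

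RELB, ICAM1 and MMP9 are targets of NF-kappaB, and the hypothesis that such targets fell as a class was tested on 26 other target genes. The list fell by 0.30, and limma's camera gave 0.00461 before adjustment over the added lists and an adjusted p of 0.00922 after it. Both values rest on the fixed inter-gene correlation of 0.01. An estimated correlation, with which none of the 5 earlier lists passed the threshold after adjustment, was not tried for the added lists. The mean fell by 0.54 in replicates 3-4 and by 0.07 in replicates 1-2, where camera gave 9.357e-06 and 0.370 before adjustment, so a fall past the threshold in both sets of replicates was not found; the difference between the sets was not tested. TAGLN and CCN2 are targets of SRF and YAP; a list of 34 other such targets rose by 0.11 without passing the threshold (limma camera 0.109 before adjustment, adjusted p = 0.109). Its mean rose by 0.11 in replicates 1-2 and by 0.10 in replicates 3-4, where camera gave 0.521 and 0.0475 before adjustment, and it was higher in the knockout library in 4 of 4 same-numbered pairs. The NF-kappaB list was lower in 4 of 4.

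Among weakly expressed genes outside the tested 9016, 30 genes had a value in all libraries of 1 group and were blank in all of the other, and the real split gave the most of the 8 splits that part same-numbered pairs (1 of 8). Their mean values lay between -8.67 and -3.72, where a blank and a low value are hard to tell apart. MALAT1 and XIST, chosen after their values were seen, were blank in all 8 libraries, as were all but 85 of 12464 long non-coding RNA symbols, although the labels describe total-RNA libraries; a blank in this table is therefore not evidence that a non-coding RNA is unexpressed.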
